A study of Mus musculus with 12 samples.

How the data were processed

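RNA was sequenced from the livers of C57BL/6N mice in 4 groups of 3 animals, 12 libraries in all. Per the labels' protocols, chow (NCD) or a high-fat diet (HFD) with 60% of its energy from fat was given for 12 weeks, and the 2 compound groups received C1 or C2 by intraperitoneal injection at 5 mg/kg per day. The series title calls the compounds CYP4A inhibitors; the labels do not name their structures. Per the labels' protocols, total RNA was extracted with an organic reagent and libraries were made with a kit for an automated microfluidic system.

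The authors deposited 3 tables, one per comparison (NCD with HFD, HFD with HFD+C1, HFD with HFD+C2), each listing 50559 genes by symbol. The deposited values are read counts per gene. The tables are called normalized by name, but all values are whole numbers, small whole numbers from 0 to 10 each occur in every library, and column totals differ from 6654983 to 47352550, as raw counts do. The 3 HFD columns are identical in all 3 tables (0 cells differ), so the tables were not scaled separately. Of the value columns, 0 were left unmapped to a sample. The labels and file headers do not state the aligner, the counting program, the genome build, the annotation, strand use or any filter; because the build is not stated, no coordinates are given. The form of 4 rows that name no gene is the one STAR writes for its gene counts.

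Those 4 rows (unmapped, multi-mapping, no annotated feature, ambiguous) were kept out of library sizes and tests. Together they held 27.3% to 58.2% of the reads of a library. The reads counted in genes ranged from 4281210 (NCD replicate 2) to 32124248 (HFD replicate 1). A gene with 3 counts, taken as the floor, corresponds to 0.701 CPM (counts scaled to the library's total in genes) in NCD replicate 2 and 0.0934 CPM in HFD replicate 1. Counts of reads are not counts of independent molecules, so floors cover counting error only.

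The design fixed before the data were examined assumed normalized values and named limma on log2 values. Because the tables hold raw counts, the test was changed to the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), run on the counts as deposited, and the limma test became one of the alternatives. Genes with a mean of at least 10 counts over the 6 libraries of a comparison were tested, libraries were scaled by TMM, and p-values were adjusted by the Benjamini-Hochberg method, with a call at an adjusted p under 0.05. Each comparison used its own 6 libraries with no covariates. The comparisons were HFD against NCD, HFD+C1 against HFD and HFD+C2 against HFD. A comparison of HFD+C2 against HFD+C1 was added after the data were seen. CPM values printed with a mean and SD are scaled by TMM within the comparison. Standard errors of log2 changes were derived from the edgeR test, as the absolute log2 change divided by the square root of its F statistic. They are thus not a measure of precision separate from the p-value.

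Genes named in the text followed a rule fixed before the data were examined: up to 5 genes with the largest log2 change in each direction among genes that were called, had non-overlapping groups and had a mean of at least 50 counts, plus every tested member of the Cyp4a list. Gm15564 and Mir6236, and the values of each compound's called genes under the other compound, were added after their values were seen. Cyp4a genes are near-identical paralogs, and how the authors' counting split reads between them is not stated. The same holds for the immunoglobulin kappa locus, listed as Igk.

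12 gene lists were written before the data were examined and tested with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 36 tests (12 lists in 3 comparisons). The share of diet-changed genes moved the opposite way by a compound was taken over the 200 genes with the smallest p in the diet comparison. Because the same HFD libraries enter each comparison, it was set against 1000 simulations that resampled whole-library residuals. Residuals were drawn within each group with replacement and random signs, so a simulated group could repeat the residual of 1 library. The simulations ordered genes by a moderated statistic on log2(normalized count + 1) without a trend, and so have their own observed share.

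Alternatives fixed beforehand were limma with pseudocounts 0.1 and 10, with quantile normalization, with median centring, without trend or with library weights, no filter or a mean of at least 50 counts, the replicate number as a block, fry and camera with an estimated correlation, and leaving out each library in turn. Limma with pseudocount 1 was the test the design had named, run here on counts scaled by TMM. Added after the data were seen were DESeq2 1.42.0, median-ratio and upper-quartile scaling, robust dispersions, offsets from GC content, and a fit of all 12 libraries. GC content and transcript length came from the GENCODE M21 transcripts (GRCm38), matched by symbol; 94.3% of the genes tested for the diet and 95.5% of those tested for C1 had a value. The alternatives' effect is given after the results.

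The edgeR test was tested on simulated data: counts drawn from the real means, library sizes and dispersions, with 200 genes changed. The changed genes were drawn only from those with a mean of at least 50 counts. Recovery at lower means was not simulated, though 32.4% of the diet calls had a mean under 50 counts. For the diet libraries it recovered 87% of the changes simulated at the larger size (2 on the log2 scale) and 24% of those at the smaller (1 on the log2 scale) over 13864 genes, with 8 false calls among 119. For the C1 libraries it recovered 100% and 89% over 13358 genes, with 13 false calls among 202, and for the C2 libraries 97% and 49% over 13503 genes, with 12 false calls among 158. With no gene changed it made 0 calls for the diet, 0 for C1 and 1 for C2.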

Results

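Liver transcriptomes were compared between mice on a normal chow diet (NCD), mice on a high-fat diet (HFD), and HFD-fed mice given either of 2 compounds, C1 or C2, that the series title describes as CYP4A inhibitors. CYP4A enzymes are cytochrome P450 proteins that hydroxylate fatty acids. Each group held 3 libraries, for 12 in all. Sequencing depth was uneven: total reads ranged from 6654983 in NCD replicate 2 to 47352550 in HFD replicate 1. Reads counted in genes were 9858279, 4281210 and 23147418 in NCD replicates 1 to 3, 32124248, 28114283 and 25198905 in HFD, 26493335, 22637737 and 18858230 in HFD+C1, and 23132853, 27369349 and 23465749 in HFD+C2.

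The libraries also differed in the share of reads that were not assigned to a gene. This share was 58.2% in NCD replicate 1 and 47.1% in HFD+C2 replicate 1, against 27.3% to 40.7% in the other 10 libraries. Across 8472 genes with more than 20 reads in every library, the correlation of log2 CPM between NCD replicates 2 and 3 was 0.980, whereas NCD replicate 1 correlated at 0.916 and 0.943 with them. HFD+C2 replicate 1 correlated at 0.951 and 0.949 with the other HFD+C2 libraries, which correlated at 0.988 with each other. The HFD pairs ranged from 0.985 to 0.995 and the HFD+C1 pairs from 0.985 to 0.992. These correlations are across genes, which are not independent replicates.

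**Figure D1:**
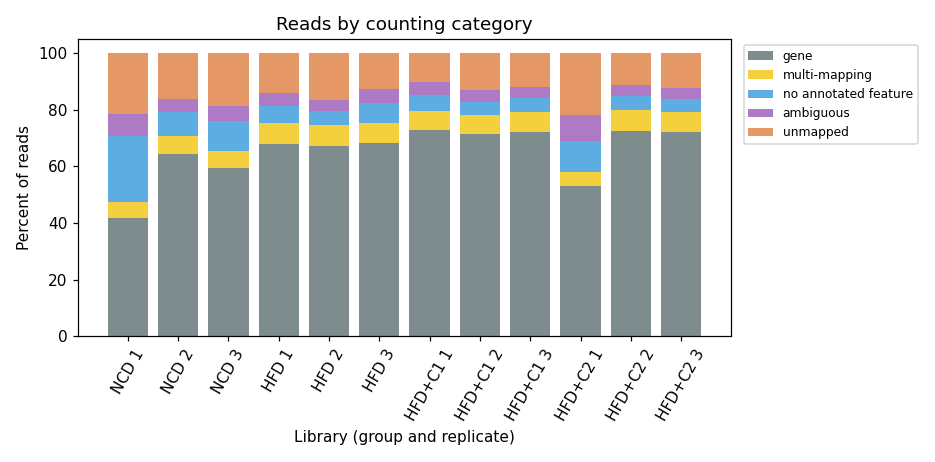
Percent of reads (y axis) by counting category in each of the 12 libraries (x axis, group and replicate). NCD 1 and HFD+C2 1 have the largest shares not assigned to a gene, 58.2% and 47.1%.

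The first comparison asked which genes the diet changed. Of 13864 genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 836 at an adjusted p under 0.05, 359 higher and 477 lower in HFD. An unadjusted p under 0.05 was reached by 4002 genes. Groups did not overlap for 37.2% of the tested genes, where chance gives 10%. The biological coefficient of variation was 0.298. The alternative that moved the count most was the absence of a filter on low counts, which gave 4493 calls among 35374 genes. The count also rested on single libraries: it fell to 23 without HFD replicate 1, 25 without HFD replicate 3 and 131 without HFD replicate 2, and rose to 1838 without NCD replicate 1 and 1276 without NCD replicate 2; it was 487 without NCD replicate 3. Of the 836 genes, 672 were also called without NCD replicate 1.

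Among the genes with the largest rises, Cidea, which encodes a lipid droplet protein, was at 59.9 ± 25.6 CPM in HFD (SD, n = 3) and at or under the floor of 3 counts in every NCD library, at least 170.3-fold higher (edgeR adjusted p 0.00174). Cfd rose from 0.491 ± 0.168 to 22.9 ± 2.50 CPM (SD, n = 3), a log2 change of 5.40 with a standard error of 0.29 (edgeR adjusted p 0.000441). Cyp2b13 rose from 0.592 ± 0.438 to 18.5 ± 0.767 CPM (log2 change 4.97, standard error 0.45, edgeR adjusted p 0.00326, n = 3). Apoa4 rose from 137 ± 63.6 to 4212 ± 1922 CPM (log2 change 4.95, standard error 0.53, edgeR adjusted p 0.00431, n = 3). Stap1 was at the floor in NCD and at 4.28 ± 0.826 CPM in HFD, at least 12.2-fold higher (edgeR adjusted p 0.00665, n = 3). Cidea, Cfd, Cyp2b13 and Apoa4 were called in all 6 fits that each left out 1 library; Stap1 was not called without HFD replicate 1 (log2 change 5.32) or HFD replicate 3 (log2 change 5.19).

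The 5 largest falls were taken among called genes with non-overlapping groups and a mean of at least 50 counts. They were of LOC118568479 (log2 change -6.22, standard error 1.0), LOC118568478 (-5.90, 1.02), LOC118567332 (-5.28, 0.67), Igk (-5.21, 1.00) and Kcnip4 (-5.13, 0.87). Their edgeR adjusted p ranged from 0.00899 to 0.0329. For 4 of these 5 genes NCD replicate 1 was far above the other NCD libraries. LOC118568479 was at 107.6 CPM in NCD replicate 1 and at 9.93 and 15.5 CPM in replicates 2 and 3; Igk was at 431.8, 39.5 and 60.3 CPM; Kcnip4 was at 30.1, 3.09 and 5.34 CPM; LOC118568478 was at 31.9, 2.87 and 4.37 CPM. In HFD the mean of Igk was 4.79 ± 2.95 CPM and that of Kcnip4 0.366 ± 0.0358 CPM (SD, n = 3). None of the 5 was called by edgeR when HFD replicate 1, 2 or 3 was left out, with log2 changes of -5.91, -6.67 and -6.11 for LOC118568479 and -4.81, -5.75 and -5.17 for Igk. Without NCD replicate 1 all 5 were called, with smaller changes of -3.42 for Igk, -3.61 for Kcnip4, -4.12 for LOC118568478 and -4.47 for LOC118568479. Olfactory and vomeronasal receptor genes, used below as a marker of genomic DNA, ranked the NCD libraries in the same order. They were at 557.7, 74.0 and 90.6 CPM in NCD replicates 1 to 3, against 11.5 to 16.7 in HFD. Genomic DNA reads may thus contribute to the falls of these 4 genes, which was not tested.

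**Figure D2:**
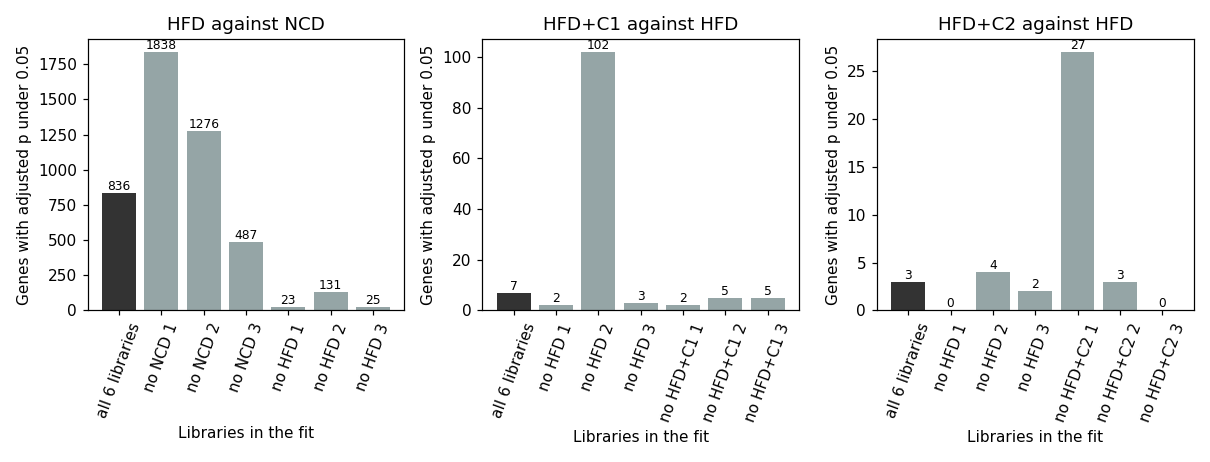
Number of genes with an edgeR adjusted p under 0.05 (y axis, starting at 0) with all 6 libraries (dark bar) and with each library left out in turn (grey bars), for the 3 comparisons. The diet count falls from 836 to 23 without HFD 1 and rises to 1838 without NCD 1; the C1 count rises from 7 to 102 without HFD 2.

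The second comparison asked which genes C1 changed in HFD-fed mice. edgeR called 7 of 13358 genes, all lower in HFD+C1, with 1035 genes at an unadjusted p under 0.05. Groups did not overlap for 12.4% of genes, where chance gives 10%. The setting that moved the count most was the absence of a filter, with 206 calls. Leaving out HFD replicate 2 gave 102 calls; leaving out HFD replicate 1, HFD replicate 3 or HFD+C1 replicate 1 gave 2, 3 and 2.

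Gadd45g fell from 17.2 ± 5.37 to 3.30 ± 0.296 CPM under C1 (SD, n = 3), a log2 change of -2.38 with a standard error of 0.23 (edgeR adjusted p 0.000753). Phlda1 fell from 74.0 ± 8.78 to 28.3 ± 1.54 CPM (log2 change -1.39, standard error 0.12, edgeR adjusted p 0.000580, n = 3). These 2 genes were called in all 6 fits that each left out 1 library. The other 5 calls were Serpina12 (log2 change -1.36), Cyp3a11 (-1.15), Adgrv1 (-1.01), Mir6236 (-1.0) and Gm15564 (-0.85), with edgeR adjusted p from 0.0351 to 0.0377; each lost its call in at least 4 of the 6 such fits, and their log2 changes without HFD replicate 1 were -1.38, -1.10, -0.97, -0.85 and -0.77. Cyp3a11 was at 877 ± 149 CPM in HFD and 395 ± 93.3 CPM in HFD+C1 (SD, n = 3).

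The third comparison asked the same of C2. edgeR called 3 of 13503 genes, all lower in HFD+C2, with 931 genes at an unadjusted p under 0.05 and 13.6% of genes with non-overlapping groups, where chance gives 10%. Cish fell from 14.2 ± 6.26 to 1.12 ± 0.067 CPM (SD, n = 3; log2 change -3.65, standard error 0.33, edgeR adjusted p 0.00753). Phlda1 fell from 72.3 ± 8.60 to 19.6 ± 1.98 CPM (log2 change -1.88, standard error 0.16, edgeR adjusted p 0.00753, n = 3), and Gadd45g from 16.8 ± 5.24 to 3.72 ± 0.337 CPM (log2 change -2.17, standard error 0.26, edgeR adjusted p 0.0494, n = 3). Library weights in limma moved the count most, to 174. Without HFD replicate 1, or without HFD+C2 replicate 3, 0 genes were called, with 308 and 1250 genes at an unadjusted p under 0.05; without HFD+C2 replicate 1, 27 were called. The log2 changes of Cish, Phlda1 and Gadd45g without HFD replicate 1 were -3.81, -1.91 and -2.02, and without HFD+C2 replicate 3 they were -3.67, -1.96 and -2.21. Gadd45g also lost its call without HFD replicate 3 (-2.05) or HFD+C2 replicate 2 (-2.10), and in 11 of the 16 other settings that used all libraries, with log2 changes from -2.34 to -1.91 over the 16.

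Gadd45g and Phlda1 were the 2 genes called under both compounds with the settings reported here. Cish changed by -2.54 under C1 without passing the threshold (edgeR adjusted p 0.106); it passed with no filter (-2.54) and with the replicate number as a block (-2.57). Of the genes called under C1, Adgrv1 changed by -0.95, Serpina12 by -0.51 and Cyp3a11 by -0.01 under C2, while Gm15564 and Mir6236 changed by 1.14 and 1.12, none of them called by edgeR with the filter used here. With no filter Adgrv1 (-0.96), Gm15564 (1.12) and Mir6236 (1.10) were called under C2, and Adgrv1 was called by limma with library weights (-1.55). Whether the 2 compounds differ in these genes was tested only in the direct comparison below. The C2 values of Gm15564 and Mir6236 came from HFD+C2 replicate 1, without which they were -0.50 and -0.73. In that library ribosomal and other non-coding RNA genes took 12.9% of gene counts. This share was 1.65% to 3.01% in HFD and 1.61% to 1.82% in HFD+C1, ranges that overlap. Whether it bears on the C1 or C2 changes of Gm15564 and Mir6236 was not tested. Serpina12 under C2 was at 0.0213 without HFD+C2 replicate 2. In NCD mice Gadd45g, Phlda1 and Cish varied widely: Gadd45g was at 9.84, 59.3 and 7.47 CPM in replicates 1 to 3, Phlda1 at 59.8, 144.6 and 30.2 CPM, and Cish at 0.609, 13.3 and 1.51 CPM, each scaled by the total gene count alone. A direct comparison of HFD+C2 with HFD+C1 called 0 of 13229 genes, with 608 at an unadjusted p under 0.05.

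**Figure D3:**
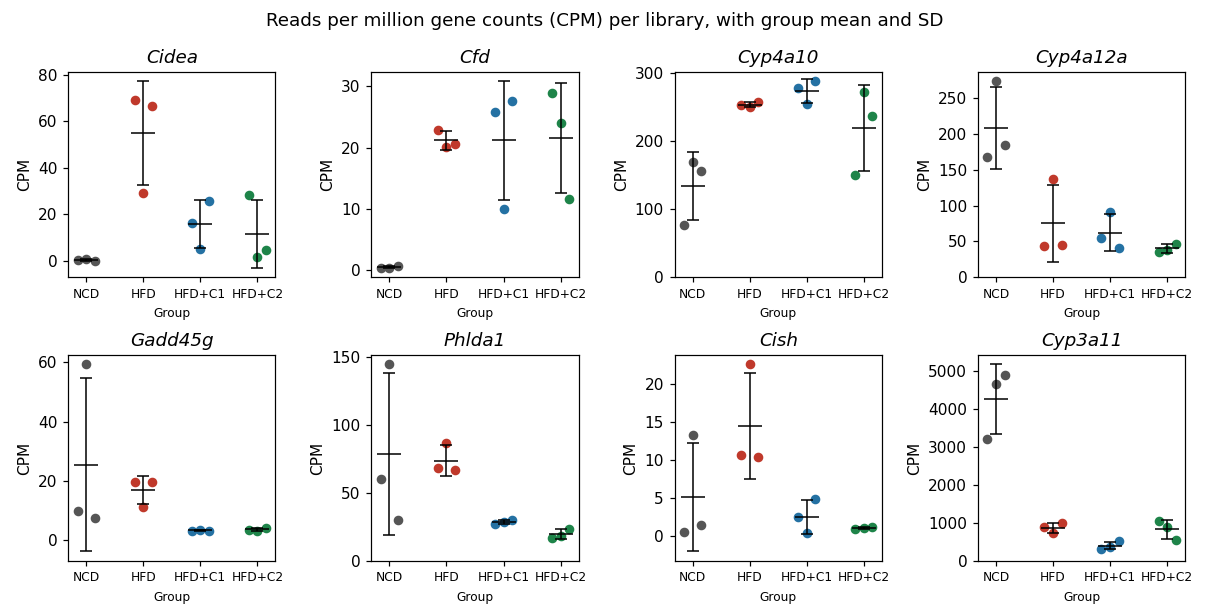
CPM (linear y axes) of 8 genes in every library, by group (x axis). Points are libraries and the black marks and bars are the mean and SD of 3 libraries, scaled by the total gene count; Gadd45g and Phlda1 lie lower in all HFD+C1 and HFD+C2 libraries than in all HFD libraries, and NCD replicate 2 is the highest NCD library for both.

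Cyp4a genes were examined because the compounds are described as inhibitors of these enzymes. Of 8 listed genes 6 were tested, and edgeR called 0 in any of the 3 comparisons over all genes tested; 4, 1 and 0 had an unadjusted p under 0.05 for the diet, C1 and C2. Adjusted over the list alone, 3, 0 and 0 were called. For the diet these were Cyp4a10 (from 127 ± 51.6 to 274 ± 11.5 CPM, log2 change 1.11, standard error 0.31), Cyp4a12b (from 43.4 ± 11.8 to 8.65 ± 8.01 CPM, log2 change -2.32, standard error 0.57) and Cyp4a12a (from 195 ± 57.4 to 80.1 ± 54 CPM, log2 change -1.28, standard error 0.43), each with SD over n = 3 and edgeR adjusted p over all genes of 0.0646, 0.0506 and 0.103. Without NCD replicate 1 all 3 passed the threshold over all genes, with log2 changes of 0.80, -2.48 and -1.46. Without HFD replicate 2 so did Cyp4a12b and Cyp4a12a, with -3.41 and -1.98. Of 16 other settings with all libraries, 13 called Cyp4a12b over all genes, 5 called Cyp4a12a and 4 called Cyp4a10. The absence of a call for Cyp4a12b thus depended on the setting. Cyp4a14 changed by 0.62, Cyp4a32 by 0.58 and Cyp4a31 by -0.09; the last turned positive with no filter (0.11), GC offsets (0.0536), quantile normalization (0.12) or library weights (0.0192). Under C1 the 6 log2 changes ranged from -0.27 for Cyp4a12a to 0.75 for Cyp4a31, and under C2 from -0.84 for Cyp4a12a to 0.37 for Cyp4a14. Single libraries moved these: Cyp4a31 under C1 was 0.41 without HFD+C1 replicate 2, Cyp4a12a under C2 was -0.12 without HFD replicate 2, Cyp4a14 under C2 was 0.13 without HFD+C2 replicate 2, and Cyp4a32 under the diet was 0.26 without NCD replicate 1. Cyp4a12a and Cyp4a12b were highest in HFD replicate 2 among the HFD libraries (142.5 against 49.4 and 48.5 CPM for Cyp4a12a), and without that library their changes under C1 turned to 0.44 and 1.00. Hsd3b5, described below with the male-biased genes, was also highest in that library (214.5 against 13.9 and 13.3 CPM). Whether the diet falls of Cyp4a12a and Cyp4a12b belong with the fall of male-biased genes was not tested.

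Of 36 gene list tests, camera called 15: 8 for the diet, 4 for C1 and 3 for C2. Under fry 4 calls held, all for the diet (lipid droplet and uptake, cholesterol biosynthesis, inflammation, fibrosis), and with an estimated correlation 0 held, with 5 of the 36 at an unadjusted p under 0.05. For the diet the median log2 change was -1.45 for cholesterol biosynthesis, lower for all 24 genes (camera adjusted p 1.55e-27, fry adjusted p 0.00726), 1.26 for lipid droplet and uptake (15 of 18 genes higher, fry adjusted p 0.0204), 0.54 for fibrosis (12 of 13 higher, fry adjusted p 0.0175) and 0.51 for inflammation (10 of 15 higher, fry adjusted p 0.00726), the last not called without NCD replicate 2 (0.13) or in 6 of the limma settings. The other diet calls of camera were fatty acid oxidation and PPARA targets (0.26), gluconeogenesis and glycolysis (0.57), oxidative stress response (0.56) and other xenobiotic cytochrome P450 genes (-0.64). In 10 of 16 other settings with all libraries, 7 of them limma settings, the gluconeogenesis and glycolysis list and the oxidative stress list were not called. The fatty acid oxidation median was 0.49 without NCD replicate 2, still called. With 1 library left out, gluconeogenesis and glycolysis was not called without NCD replicate 1 (0.42) or 3 (0.67). Oxidative stress response was not called without NCD replicate 1 (0.34) or HFD replicate 1 (0.41). The P450 genes were not called without NCD replicate 2 (-0.51) or 3 (-0.55), nor with all libraries and no filter (-0.50).

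Under C1 cholesterol biosynthesis genes were higher in 24 of 24 cases, with a median log2 change of 0.44 (camera adjusted p 1.78e-08, fry adjusted p 0.579); without HFD+C1 replicate 1 the median was 0.0664 and the list was not called. Inflammation (0.45), lipid droplet and uptake (-0.23) and ER stress (-0.07) were also called by camera. The inflammation median was 0.14 without HFD+C1 replicate 2, still called. Lipid droplet and uptake was not called in 9 of 16 other settings, 7 of them limma settings, nor without HFD replicate 1 (-0.10) or HFD+C1 replicate 2 (-0.16); it was called at -0.35 without HFD replicate 2, and ER stress not without HFD replicate 2 (-0.0353) or HFD+C1 replicate 3 (0.0041). Under C2 the calls were de novo lipogenesis (-0.46, 2 of 19 genes higher, fry adjusted p 0.141), cholesterol biosynthesis (-0.28; -0.16 without HFD replicate 2) and oxidative stress response (-0.28; -0.18 without HFD+C2 replicate 1). The cholesterol and oxidative stress lists were not called in the fits whose medians are given in parentheses, and the lipogenesis median was -0.27 without HFD+C2 replicate 1, still called. The apoptosis list was called in 0 comparisons, with medians of -0.33, 0.06 and 0.23 for the diet, C1 and C2, and the Cyp4a list in 0, with medians of 0.25, 0.15 and -0.17. Under C1 the Cyp4a list was called by camera with no filter (0.21), with the block (0.17), without HFD replicate 2 (0.33) and without HFD+C1 replicate 3 (0.20). Of all 36 camera tests 18 had an unadjusted p under 0.05.

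The last comparisons asked whether the compounds moved diet-changed genes back and whether they acted alike. Of the 200 genes with the smallest p for the diet, 75% moved the opposite way under C1 and 67.5% under C2; the correlations of log2 changes across genes were -0.22 and -0.25. Comparisons that share HFD libraries can give such values with no effect. Drawing residuals with replacement may also raise the simulated shares, which was not tested. Simulated unchanged groups gave mean shares of 75.8% (95% of simulations between 40% and 100%) for C1 and 75.2% (40.5% to 100%) for C2. With the diet effect kept and the compound without effect, they gave 58.3% (26.5% to 86%) and 57.9% (38% to 83%), and 247 and 157 of 1000 simulations reached the observed share on their scale, 71.5% and 70.5%. With HFD libraries split so that no library served both comparisons, the mean shares over 6 ways were 61.3% (40.5% to 75.5%) and 60.8% (46% to 71.5%). Of the 200 genes with the smallest p under C1, 79% moved the same way under C2 (correlation across genes 0.45), against a simulated mean of 78.0% (47% to 100%) and 62.3% (42.5% to 82.5%) with separate HFD libraries. With no group changed, 6.9%, 5% and 8.3% of the simulations reached a share of 100%, so those ranges have no room above them. The observed correlation of C1 with C2 changes on the simulations' scale was 0.48, within the simulated range of -0.0056 to 0.87, and the observed share was 84%.

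**Figure D4:**
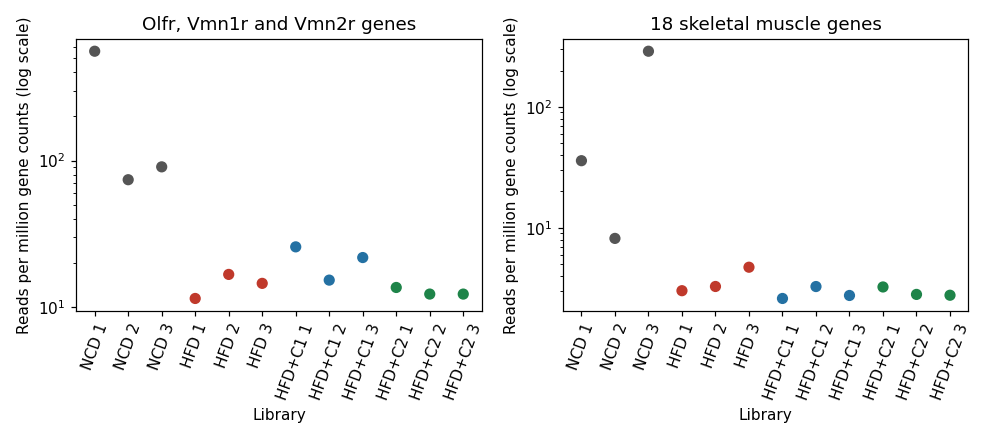
CPM (log y axes) per library (x axis, coloured by group) summed over 2072 olfactory and vomeronasal receptor genes (left) and over 18 skeletal muscle genes (right). NCD 1 is highest on the left, at 557.7, and NCD 3 on the right, at 288.8.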

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

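The receptor-gene test and the control for the mislabelling test below were chosen only after the result was seen. With 3 libraries per group, no test for a single outlying library was made within groups.

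The reads that were not assigned to a gene took no part in the comparisons, and in HFD+C2 replicate 1 several of their classes exceeded the HFD range. Ambiguous reads were 9.04% of its total (HFD libraries 3.91% to 4.96%), reads outside annotated features 10.9% (HFD 4.92% to 6.85%) and unmapped reads 21.9% (HFD 12.8% to 16.6%). Depth alone was excluded, since with all libraries thinned to 4281210 reads its correlation across genes with HFD+C2 replicate 2 was 0.944, against 0.981 between replicates 2 and 3. Genomic DNA was excluded by olfactory and vomeronasal receptor genes, at 13.6 CPM against 11.5 to 16.7 in HFD. Ribosomal and other non-coding RNA genes took 12.9% of its gene counts. Without these 78 genes the correlation was 0.952, which decides nothing, since leaving them out hardly moved any pair of libraries. Removing trends on GC content and transcript length raised the correlation to 0.963, under the 0.988 of the other pair, so these trends were excluded as the whole cause. A difference in RNA quality or library preparation may remain and was not tested.

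For a mislabelled sample, HFD+C2 replicate 1 was placed against both groups over the 27 genes called without it, and lay nearer the other HFD+C2 libraries for 11, the side that mislabelling would give. A control was then made for every library over 100 top genes. HFD+C2 replicates 1, 2 and 3 lay nearer their own group for 40, 52 and 37. HFD replicates 1, 2 and 3 did so for 86, 32 and 82. A placement near chance thus arose for each HFD+C2 library, though not for HFD replicates 1 and 3. The 3 genes called for C2, called also without HFD+C2 replicate 1, argue against an HFD sample. In this library Phlda1 was at 16.8 CPM (HFD 66.4 to 86.3), Cish at 0.951 (HFD 10.4 to 22.5) and Gadd45g at 3.59 (HFD 11.3 to 19.8). Gadd45g and Phlda1 were also lower than in HFD in the HFD+C1 libraries, and 3 top genes do not decide for the set of 27, so mislabelling and a weak compound effect cannot be told apart over that set. A biological difference of this animal stays open and untested.

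Multi-mapping reads were a larger share of all reads in every HFD library (7.34%, 7.50% and 7.28%) than in the NCD libraries (5.54% to 6.28%). As a share of multi-mapping and gene-assigned reads together, the HFD libraries ranged from 9.65% to 10.1% and the NCD libraries were at 11.7%, 8.90% and 9.48%. The groups then overlapped, which is consistent with dilution by unassigned reads in NCD libraries, but the overlap rests on NCD replicate 1; the other NCD libraries stayed under all HFD libraries. The HFD+C1 and HFD+C2 libraries, which also received a compound, were at 8.48% to 9.01% of multi-mapping and gene-assigned reads, under all HFD libraries. A higher share on that scale was thus not common to all HFD-fed libraries. As shares of all reads they were at 6.73% to 7.19%, apart from HFD+C2 replicate 1 at 5.17%. An effect of the diet on repeated or multi-copy transcripts stays open and was not tested.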

How the results depend on the processing

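The count for the diet, 836, was 4493 with no filter, 524 with a mean of at least 50 counts, 483 with the replicate number as a block, 388 and 439 in limma with pseudocounts 0.1 and 10, 405 with quantile normalization and 194 without trend. Limma with pseudocount 1, the test the design had named, gave 556 calls for the diet, 7 for C1 and 2 for C2. Chosen after seeing the data were DESeq2 (2298) and a fit of all 12 libraries (2418). The diet count ranged from 23 to 1838 across the 6 fits that each left out 1 library. The limma settings change the tool and the setting together. Of the diet calls 42.9% were rises, against 54.6% with at least 50 counts, 53.2%, 54.1% and 58.3% with pseudocounts 1, 0.1 and 10, and 56.5% with library weights. With 1 library left out this share ranged from 34.8% without NCD replicate 2 to 68% of 25 calls without HFD replicate 3. It was 53.5% without NCD replicate 1, so the balance of rises and falls rests on single libraries too. Upper-quartile scaling moved the median change of all genes from -0.02 to -0.11, and no filter moved it to -0.62. More genes enter without a filter and fewer with the stricter one; for the other settings the cause was not tested.

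For C1 the count of 7 was 206 with no filter, 36 with the block, 50 with library weights, 0 without trend (998 genes at an unadjusted p under 0.05), 77 with DESeq2 and 0 in the 12-library fit (313 at an unadjusted p under 0.05), and 2 to 102 with 1 library left out. DESeq2 gave 3109 of the C1 genes no adjusted p. For C2 the count of 3 was 152 with no filter, 174 with weights, 0 without trend (882 at an unadjusted p under 0.05), 35 with DESeq2 and 0 in the 12-library fit (728 at an unadjusted p under 0.05), and 0 to 27 with 1 library left out. Between C2 and C1 the count of 0 was 162 with no filter and 3 with DESeq2, and 0 to 1 with 1 library left out. The cause was not tested.

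The 15 list calls became 4 under fry and 0 with an estimated correlation, and ranged from 13 to 19 with 1 library left out. They were 11, 5 of them for the diet instead of 8, in 6 limma settings, 14 with library weights, 12 with at least 50 counts, and 19 with no filter or with the block. The Cyp4a count of 0, summed over the comparisons, was 7 with no filter, 1 with at least 50 counts, 2 with the block, 3 with weights, 3 with DESeq2, 3 in the 12-library fit, and 1 with median-ratio scaling, upper-quartile scaling, each limma pseudocount, quantile normalization and median centring; it was 0 to 3 with 1 library left out. The cause was not tested.

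The share opposed by C1 ranged from 61.3% to 78% over the other settings and from 66.5% to 84.5% with 1 library left out, and that opposed by C2 from 60.5% to 72% and from 63% to 81.5%. The agreement of C1 and C2, 79%, was 98% with library weights, and 69% to 94.5% with 1 library left out.

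Some small changes reversed. Cyp4a31 under the diet (-0.09) was 0.11 with no filter, 0.0536 with GC offsets, 0.12 with quantile normalization and 0.0192 with weights, and -0.23 to 0.21 with 1 library left out. Cyp4a12b under C1 (-0.11) was 0.14 with the block, 0.19, 0.19 and 0.16 with pseudocounts 1, 0.1 and 10, 0.21 with quantile normalization, 0.18 with median centring, 0.19 without trend and 0.51 with weights, and -0.51 to 1.00 with 1 library left out. Weights gave 0.0634 for Cyp4a12a under C1, 0.47 for Cyp4a12b, -0.30 for Gm15564, -0.53 for Mir6236 and 0.23 for the Cyp4a list under C2. Cyp3a11 under C2 was 0.0167 with upper-quartile scaling and 0.0018 with at least 50 counts. With 1 library left out, Cyp4a12a under C1 ranged from -0.66 to 0.44, the ER stress list under C1 from -0.12 to 0.0041, and the Cyp4a list under the diet from -0.23 to 0.23. Under C2 these ranges were -0.92 to 0.56 for Cyp4a12b, -0.0786 to 0.39 for Cyp4a31, -0.32 to 0.0676 for Cyp4a32, -1.62 to 0.0213 for Serpina12, -0.27 to 0.27 for Cyp3a11, -0.50 to 1.60 for Gm15564, -0.73 to 1.59 for Mir6236 and -0.31 to 0.0375 for the Cyp4a list. The cause was not tested.

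Cidea, Cfd, Cyp2b13 and Apoa4 kept direction and call under all 22 alternatives. Over all named genes, 38 values under other settings were weaker and 31 stronger, and 48 and 5 with 1 library left out; for lists these were 58 and 2, and 13 and 2. Residuals of libraries with the same replicate number correlated across genes at -0.03, 0.17 and -0.09 for the diet, within the range of other pairs (-0.15 to 0.17), so the numbers were not taken to pair the samples. The depth of NCD replicate 2 limits low-count genes in the diet comparison. Its floor of 3 counts was at 0.701 CPM, against 0.0934 to 0.304 CPM in the other libraries of that comparison.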

Other observations

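The receptor-gene tests, both muscle tests, the test on abundant genes, the comparison of called genes within NCD, the genes called again without NCD replicate 1, the simulations with the diet kept and the correlation as tests of shared libraries, and the range set against the GC trend were chosen only after the result was seen. The muscle, male-biased and female-biased lists were written after the data were examined.

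Splitting the 6 libraries of a comparison into 3 and 3 gives 10 splits, too few to put the share of any result under 10%, so a real effect and a random grouping cannot be told apart by this count. For the diet 1 of the 10 splits, the real one, gave as many calls, and the other splits gave 0, with up to 720 genes at an unadjusted p under 0.05. For C1 2 of the 10 did: the split of HFD replicates 1 and 3 with HFD+C1 replicate 1 against the rest gave 51 calls and 2257 genes at an unadjusted p under 0.05, against 7 and 1035. For C2 1 of the 10 did, and the split of HFD replicates 1 and 3 with HFD+C2 replicate 1 against the rest gave 1 call but 1813 genes at an unadjusted p under 0.05, against 931. Between C2 and C1 all 10 gave 0 calls, with 608 genes at an unadjusted p under 0.05 in the real split. With the real one included, 4 of the 10 splits had at least that many, up to 669.

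NCD replicate 1 stood apart from the other NCD libraries. Depth was excluded, since at one depth its correlation with NCD replicate 3 was 0.938, under the lowest pair outside this library, 0.942. A mislabelled sample was excluded: over 100 top diet genes found without it, it lay nearer the NCD libraries for 92. Trends on GC content and transcript length were excluded as the whole cause (0.943 after their removal, against 0.982 for NCD replicates 2 and 3). Genomic DNA may contribute: 2072 olfactory and vomeronasal receptor genes took 557.7 CPM, against 74.0 and 90.6 in the other NCD libraries and 11.5 to 25.8 in the 9 HFD-fed libraries. Subtracting a matching background, 0.584% of its gene reads, left the correlation at 0.942 but moved the other pairs as little, so this decides nothing. Genomic DNA as the whole cause was excluded by abundant genes, which added reads lower by nearly one factor. Over the 100 most abundant genes the log2 ratio of NCD replicates 1 and 2 had an interquartile range of 0.923. That width alone did not decide, as HFD+C2 replicate 1 gave 1.13 and 1.08 with the other HFD+C2 libraries. A test of added reads was then made. Adding 10 times the measured background to NCD replicate 3 gave a range against NCD replicate 2 of 0.402, from 0.401 without it. Alb was 1.27% of gene counts in NCD replicate 1 against 5.00% and 4.41% in the others, while Apoe was 5.44% against 5.12% and 5.04%. A further difference of this library or animal stays open and untested.

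Without a filter, 1792 of the diet calls had a mean under 10 counts, and 1791 of these were lower in HFD. Without NCD replicate 1 there were 553 such calls, and 288 of the 1792 genes were called again in the same direction; without NCD replicate 3, 1697 were. Genomic DNA in NCD replicate 1 may contribute to these calls, and the count of 553 does not exclude it, as many of those genes were others. Receptor-gene reads were higher in each NCD library than in each HFD library, so such reads in all NCD libraries may contribute.

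NCD replicate 3 held skeletal muscle transcripts, with 288.8 CPM summed over an 18-gene list against 35.9 and 8.18 in NCD replicates 1 and 2 and 2.60 to 4.72 in the HFD-fed libraries. Its levels were 40.8 CPM for Tnnt3, 35.7 for Acta1, 19.5 for Myh4 and 6.18 for Ckm, and 14 of the 18 genes were at least 4 times higher than in NCD replicate 2 or its floor. The HFD-fed libraries expressed 1 of the 18 at a mean of at least 1 CPM. Muscle tissue in the sample is a candidate source. Genomic DNA was excluded, as NCD replicate 1, with the most receptor reads, held only 35.9. The median change of the list for the diet, -7.32 over 16 tested genes (camera p 1.32e-05, fry p 0.139), therefore rests on NCD replicate 3; without it too few members were tested.

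Male-biased liver genes were lower under the diet in 13 of 14 cases, with a median log2 change of -1.62 (camera p 1.26e-09, fry p 0.0138, estimated correlation p 0.0938). NCD replicate 1 alone was excluded as the cause (-1.54 without it), and so was NCD replicate 3 alone (-1.56). The female-biased genes went both ways, with a median of 1.09 and 2 of 7 lower (camera p 0.000435 and fry p 0.00572 for a rise, estimated correlation p 0.0690). Without NCD replicate 3 the female-biased median was 2.03 over 6 genes (estimated correlation p 0.0496). Leaving out any other library gave 0.85 to 1.49. The estimated correlation p was then 0.0349 without HFD replicate 2 and 0.0871 to 0.143 in the rest. HFD replicate 2 differed from its group: Hsd3b5 was at 214.5 CPM, against 13.9 and 13.3 in HFD replicates 1 and 3 and 197.9 to 322.8 in NCD. Without HFD replicate 2 the male-biased median was -2.11, with 14 of 14 genes lower (fry p 0.00056, estimated correlation p 0.0025). Without HFD replicate 1 or 3 the median was -1.30 in each fit (estimated correlation p 0.118 and 0.126). In these 2 fits edgeR called 0 of the 14 genes, against 6 with all libraries. An effect of the diet on sex-biased transcription is a hypothesis that these tests leave open.

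Some of the 8 genes called under C1 or C2 also differed between NCD replicates 2 and 3, which received neither compound. The median absolute log2 difference of the 8 was 0.93, against 0.26 for the median of 10000 random lists matched on expression, at percentile 100 of these lists. The pattern was weaker over the 200 genes with the smallest p, with medians of 0.35 for C1 and 0.31 for C2 against 0.27 over all genes, and 37.5% and 52% of them changed opposite to the difference between the NCD libraries. It was carried by Gadd45g (2.79), Cish (2.47), Phlda1 (2.18) and Mir6236 (-1.12), while Adgrv1 (-0.0702) and Cyp3a11 (-0.12) differed little, and 4 of the 8 were higher in NCD replicate 2. Differences between animals that arise without the compounds, such as time of sampling or feeding state, may contribute to some of these calls; an effect of the compounds stays open.

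The shares reported for the compounds may arise in part or whole from the shared HFD libraries. On the simulations' scale the observed shares were 71.5% for C1, 70.5% for C2 and 84% for the agreement of both. Simulated unchanged groups gave means of 75.8%, 75.2% and 78.0%, but so many reached 100% that a compound effect and shared libraries cannot be told apart by these. With the diet effect kept and the compound without effect the means were 58.3% and 57.9%, under the observed shares, which 247 and 157 of 1000 simulations reached. For the agreement, the correlation across genes was 0.48, against a simulated mean of 0.40 (one-sided p 0.375 from 1000 simulations). An effect of the compounds stays open.

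The changes under C2 fell with the GC content of the transcript (Spearman correlation across genes -0.39), against -0.11 for C1 and 0.19 for the diet. Without HFD+C2 replicate 1 the correlation was -0.19, whereas without any other library it stayed between -0.43 and -0.30, so this library may account for much of the trend. The fits of C1 and the diet with 1 library left out ranged from -0.17 to 0.22. The remaining -0.19 lay outside by less than single libraries moved the C1 value (-0.17 to 0.0358), so this library as the whole cause and a further difference between the groups cannot be told apart.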
